A study of Mus musculus with 8 samples. Its data were reported in "RA-induced prominence-specific response resulted in distinctive regulation of Wnt and osteogenesis" (2023).

How the data were processed

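Small RNA libraries were made from craniofacial prominences (the frontonasal, maxillary and mandibular tissue buds that form the face) dissected from mouse embryos at E12.5 (E for embryonic day). Control embryos (Con, n = 4) came from dams given vehicle only and RA embryos (RA, n = 4) from dams given all-trans retinoic acid, an active form of vitamin A, by mouth earlier in gestation. Each embryo was a separate conception and gave 1 library. Per the study's methods, the authors trimmed adapters and removed short or low-quality reads, aligned the remaining reads to the miRNAs of miRBase with Bowtie2, and called unannotated miRNA candidates with the miRCat tool. The minimum read length stated there was given for both the mRNA and the miRNA libraries and is longer than a mature miRNA, so the length limit used for these counts is uncertain. The methods state, after describing both alignments, that expression was quantified with StringTie from uniquely mapped reads. Whether this applied to the miRNA counts, and so how reads matching several miRNAs were assigned, is unclear. By the study's account, most Con embryos were female and most RA embryos male. The labels used here give no sex per library, so sex was not a term in any fit and is partly confounded with group in every comparison.

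The deposited table held raw read counts, 1 column per library, which the authors had not normalized. It had 1999 rows, of which 1907 were annotated mature miRNAs and 92 were unannotated candidates. Total counts ranged from 9628664 in Con replicate 4 to 14171670 in RA replicate 4. At these totals, a count of 0 allows an abundance of up to 0.312 CPM (counts scaled to a library of 1e6) in the smallest library and 0.212 CPM in the largest, taking 3 counts as the limit. Reads carried no molecular identifiers in the counts, so these limits cover counting error only.

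From these counts, differential expression was tested in R 4.3.3 with the quasi-likelihood F-test of edgeR 4.0.16 (estimateDisp, glmQLFit in its legacy form, glmQLFTest), with trimmed mean of M values (TMM) factors and group as the only term. Low rows were removed with filterByExpr (a minimum count of 10 at the median library size in at least 4 libraries, and a total count of at least 15), which left 680 rows, 657 annotated and 23 candidates. P-values were adjusted by the Benjamini-Hochberg method over the 680 rows, and 0.05 was the limit. The study's methods name an unadjusted limit and its results an adjusted limit, so both counts are given. Fold changes are log2 RA over Con, with a standard error obtained from the fold change and its F statistic. Levels are CPM scaled by the TMM factors, as mean ± SD. Principal components were computed from log2 CPM with a prior count of 2. Single values per library were compared by two-sided exact permutation tests over the 70 arrangements of 4 against 4, whose smallest p is 0.0286.

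The miRNAs named were fixed before the data were examined: miR-484, the 14 miRNAs the study linked to Wnt genes as a summary, the 10 with the smallest p among those past the adjusted limit whose RA libraries all lay on one side of the Con libraries, every such lower miRNA if fewer than 3 of the 10 were lower, the other arm of each where tested, miR-10a-5p and miR-10b-5p, and the most abundant miRNA. For the arm comparison, the 5p and 3p products of 1 hairpin were paired by name, the less abundant was taken as the minor arm, and each library's value was the median over 212 pairs of log2((minor + 0.5)/(major + 0.5)) in counts. In this pairing, an arm that several hairpin copies share was used as the partner of each copy-specific arm. A total of 9 lists, also fixed before the data were examined, were tested with camera (limma 3.58.1, preset correlation 0.01) on voom values: miRNAs of the Hox clusters, of the Dlk1-Dio3 region, of the X chromosome and of the miR-17 paralogous clusters, and markers of red blood cells, muscle, neural tissue, epithelium and cartilage. Medians and numbers of higher members given for these lists come from limma's fit to the voom values, whose fold changes differ from those of edgeR used elsewhere. Precursor positions came from GENCODE mouse release 21 (GRCm38), where 1847 of the 1907 annotated names matched a precursor gene. The GC content of an arm was that of its side of the hairpin, and 92.4% of the tested rows had a value.

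The alternatives tried were RLE, upper-quartile and no composition factors, DESeq2 1.42.0, other filters, annotated miRNAs alone, the newer quasi-likelihood fit, a robust prior, the replicate number as a block, and leaving out each library in turn. For the arm ratio they were a larger pseudocount, other choices of pairs and the mean in place of the median, and for the lists an estimated correlation and the fry test. Thinning the libraries at random to the smallest total was planned for the number of rows detected, and the 500 most abundant miRNAs for the principal components. Differential tests on the thinned libraries, a fit with each library's trend on GC content removed, arm ratios centred per pair and a shorter X-chromosome list were added after seeing the data.

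The scripts were tested on simulated counts drawn from the means and totals of these libraries. With 200 miRNAs changed by 1 on the log2 scale, edgeR recovered 86.5% of those among the 659 tested, with 3.47% false calls, and with no change it called 0 of 655, of which 38 had an unadjusted p under 0.05. With changes of 0.4, it called 6.77% of the changed miRNAs among 653 tested at the adjusted limit, while 46.9% had an unadjusted p under 0.05. A change of that size is therefore often missed with 4 libraries per group.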

Results

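miRNA abundance was measured by small RNA sequencing in craniofacial prominences of mouse embryos at E12.5 (E for embryonic day). The libraries fell into 4 Con and 4 RA embryos, from dams given vehicle only or all-trans retinoic acid. Total counts were 11246384, 11510327, 12957601 and 9628664 in Con replicates 1 to 4, and 12590431, 11418062, 12848099 and 14171670 in RA replicates 1 to 4. The mean total was 11335700 ± 1364190 (SD, n = 4) in Con and 12757100 ± 1129910 (SD, n = 4) in RA, and the groups did not differ (two-sided exact permutation test, p = 0.229). At least 1 count was found in all 8 libraries for 835 of the 1907 annotated miRNAs (43.8%). The number of rows detected per library was 1101 ± 14.9 (SD, n = 4) in Con and 1107 ± 23.2 (SD, n = 4) in RA (exact permutation p = 0.657). After every library was thinned to the smallest total, the difference of 6.5 rows turned to -9.25 (exact permutation p = 0.286). The 10 most abundant miRNAs took 47.2% ± 2.14 (SD, n = 4) of the counts in Con and 48.8% ± 1.11 (SD, n = 4) in RA. The most abundant was miR-199a-5p, at 71610 ± 10962 CPM in Con and 71972 ± 5948 CPM in RA (n = 4 each), with a log2 fold change of 0.01. Its 2 annotated precursors lie on chromosomes 1 and 9.

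The first principal component held 27.1% of the variance and set RA replicate 2 apart, at a score of 12.2 against -5.60 to 1.06 in the other 7 libraries. The second component held 21.6% and separated the groups, at 3.50 ± 2.03 (SD, n = 4) in Con and -3.50 ± 3.92 (SD, n = 4) in RA (exact permutation p = 0.0286, the smallest that 4 against 4 allows). As a check for a library deposited more than once, counts were compared between libraries of a group. The lowest chi-square per degree of freedom was 70.8, so each library was counted as a separate sample.

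**Figure D1:**
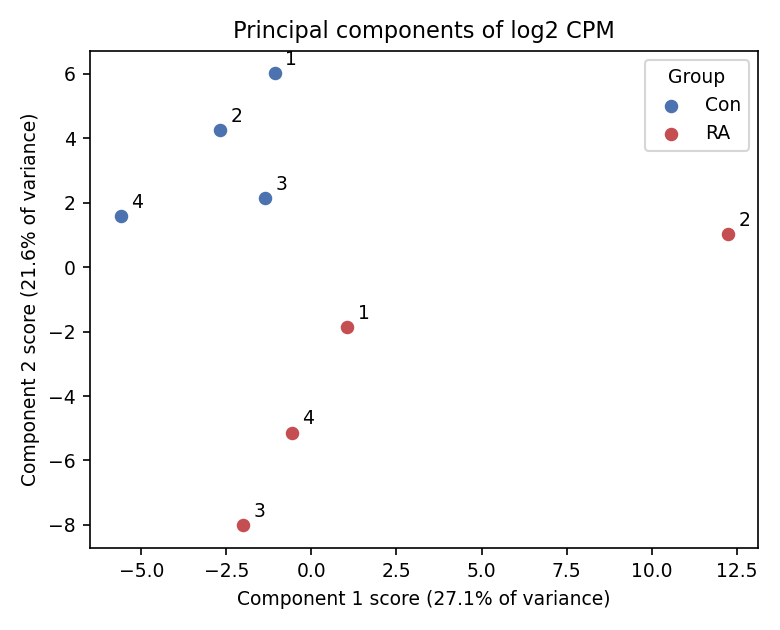
Scores of the 8 libraries on the first 2 principal components of log2 CPM over the 680 tested rows, with replicate numbers beside the points and blue for Con and red for RA. RA replicate 2 lies at 12.2 on component 1, and the 4 Con libraries lie above the 4 RA libraries on component 2.

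The main comparison asked which miRNAs changed with RA exposure. With edgeR's quasi-likelihood test, 18 of the 680 tested rows had a Benjamini-Hochberg adjusted p under 0.05, of which 17 were higher in RA and 1 was lower. At an unadjusted p under 0.05 there were 74 rows, 53 higher and 21 lower, where 34 would be expected by chance. The largest adjusted p among these 74 was 0.456. In all 18 rows past the adjusted limit the 4 RA libraries lay on one side of the 4 Con libraries. Such separation was seen in 48 of the 680 rows (7.06%), where chance gives 2.86%. The alternative that moved the count of 18 most was leaving out Con replicate 2, which left 6 rows, and without RA replicate 4 there were 7. The median log2 fold change of all tested rows was 0.01.

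The smallest p belonged to miR-27a-5p, which rose from 64.0 ± 13.0 CPM in Con to 175 ± 24.5 CPM in RA (SD, n = 4 each), a log2 fold change of 1.45 (SE 0.16, edgeR adjusted p = 0.000812). Its hairpin lies on chromosome 8, from 84208672 to 84208758 on the plus strand (GRCm38), in no annotated gene of that strand. miR-27b-5p rose from 191 ± 23.2 to 489 ± 130 CPM, a log2 fold change of 1.36 (SE 0.19, adjusted p = 0.00345). miR-23b-5p rose from 33.6 ± 9.26 to 93.7 ± 19.6 CPM, a log2 fold change of 1.48 (SE 0.21, adjusted p = 0.00345). These 2 hairpins lie together on chromosome 13, at 63300712 to 63300784 and at 63300484 to 63300557, and overlap an exon and an intron of the protein-coding gene 2010111I01Rik. miR-10a-5p, encoded on chromosome 11 at 96317165 to 96317274, 993 bp before the start of Hoxb4, rose from 35.9 ± 3.74 to 81.7 ± 21.8 CPM with a log2 fold change of 1.18 (SE 0.18, adjusted p = 0.00381). miR-10b-5p, from an intron of Hoxd4 on chromosome 2, had a log2 fold change of 0.82 with an SE of 0.35 and an adjusted p of 0.392, and its groups overlapped.

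Of the remaining named miRNAs that were higher and past the adjusted limit, miR-125b-1-3p was the most abundant. Its level was 1746 ± 159 CPM in Con and 2759 ± 375 CPM in RA (log2 fold change 0.66, SE 0.12, edgeR adjusted p = 0.0144). let-7c-1-3p had the highest fold change of the 10 named, 1.52 (SE 0.29, adjusted p = 0.0165), from 34.3 ± 14.7 to 98.4 ± 27.6 CPM. Its hairpin lies in an intron of Mir99ahg on chromosome 16. The log2 fold changes of miR-485-5p, miR-673-3p, miR-181b-2-3p and miR-351-3p were 0.75, 1.00, 0.73 and 0.69, with adjusted p from 0.00542 to 0.0167. Both miR-485 and miR-673 are encoded on chromosome 12, and miR-351 is on the X chromosome. In the fit without Con replicate 2, the adjusted p was 0.0587 for miR-125b-1-3p, let-7c-1-3p and miR-351-3p and 0.0542 for miR-181b-2-3p. The lower row was the unannotated candidate numbered 62, with 177, 186, 185 and 176 counts in Con and 90, 131, 122 and 105 counts in RA (log2 fold change -0.83, SE 0.17, adjusted p = 0.0185). Its call was lost in 5 of the 8 fits that each left out 1 library, and its genomic position was not analysed here. The smallest adjusted p of an annotated miRNA that was lower was 0.110.

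**Figure D2:**
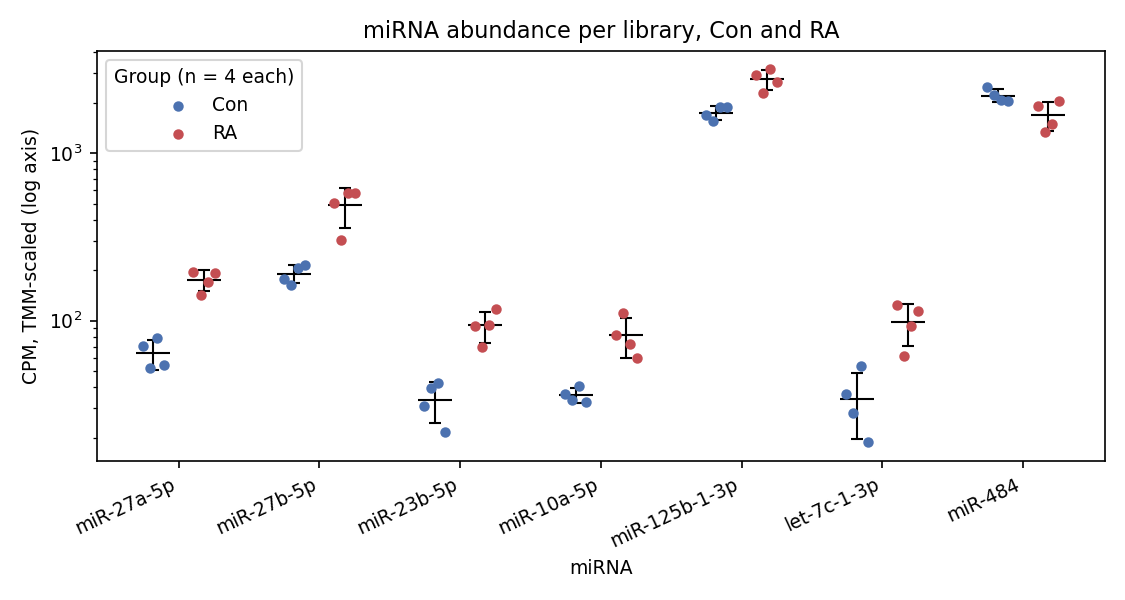
Abundance in TMM-scaled CPM, on a log axis, of 6 miRNAs past the adjusted limit and of miR-484, with 1 point per library and bars for the mean and SD of 4 libraries. The Con and RA points do not overlap for the first 6, while 1 RA library of miR-484 lies within the Con range.

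miR-484 was examined because the study followed it as the regulator of a Wnt receptor gene. The study also measured it by quantitative PCR in each prominence apart, whereas each library here held the prominences together. The values below therefore neither repeat nor refute those measurements. Its hairpin lies on chromosome 16, from 14159626 to 14159692 on the plus strand, inside the gene Marf1 of the opposite strand, and reads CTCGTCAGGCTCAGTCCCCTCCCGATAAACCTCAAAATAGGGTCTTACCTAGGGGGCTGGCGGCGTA. Abundance was 2204 ± 194 CPM in Con and 1689 ± 340 CPM in RA (SD, n = 4 each), a log2 fold change of -0.38 (SE 0.14). The edgeR p was 0.0205 before adjustment and 0.301 after, which placed it at rank 46 of the 680 rows. In 3 of the 4 RA libraries the value was below every Con library. The exact permutation p for log2 CPM was 0.0571. The adjusted p lay between 0.157 and 0.596 over the alternatives, and the fold change stayed negative in each.

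The 14 miRNAs that the study linked to Wnt genes were all tested, and all 14 were lower in RA, with log2 fold changes from -0.76 to -0.29. None had an adjusted p under 0.05 over all rows tested (0.110 to 0.456), while 14 had an unadjusted p under 0.05. Adjusted over the list alone, 14 were under 0.05, from 0.0231 to 0.0496. The study chose the list among the lower miRNAs of these same libraries. The shared direction, the unadjusted count and the count adjusted over the list alone are therefore not independent evidence. The count adjusted over the list alone fell to 0 without Con replicate 1 and also without RA replicate 1. With DESeq2 4 of the list passed the adjusted limit over all rows. The groups did not overlap for 6 of the 14.

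A hairpin gives a 5p and a 3p arm, and their ratio within a library does not depend on depth. Of the 17 higher rows, 12 were minor arms, 3 were major arms and 2 were in no pair. Among the 212 minor and 200 major arms tested, calls were more frequent in minor arms (Fisher's exact test, two-sided, p = 0.0331, odds ratio 3.93). This test takes the arms as independent. Neighbouring hairpins had alike changes, as described among the other observations, so its p may be too small. The classes were set with the RA libraries included, so a change with RA can decide the class of a near-equal pair. miR-485-5p, a major arm here, was the less abundant arm in Con, at 48.9 CPM against 57.5 CPM for miR-485-3p. The same held for the called major arm miR-667-5p, at 31.4 CPM in Con against 42.4 CPM for miR-667-3p. The split of the calls between the classes therefore depends in part on the change with RA. The called minor arms rose by a median log2 fold change of 0.99, and their major arms by 0.07, with a range from -0.26 to 0.29 and 0 adjusted p under 0.05. The major arms of miR-27a, miR-27b and miR-23b had log2 fold changes of 0.29, 0.11 and 0.11, each below its SE of 0.30, 0.15 and 0.17. miR-27a-3p is uncertain, since its hairpin shares a run of 20 bases with that of miR-27b-3p, which was far more abundant at 60849 ± 5748 CPM in Con. The other arms of miR-125b-1-3p, let-7c-1-3p, miR-181b-2-3p and miR-351-3p changed by -0.07, 0.18, -0.05 and 0.03, and those of miR-485-5p and miR-673-3p by -0.29 and -0.14. Over all 212 pairs, the median log2 ratio of minor to major arm was -3.92 ± 0.05 (SD, n = 4) in Con and -3.88 ± 0.09 (SD, n = 4) in RA, and did not differ (exact permutation p = 0.457). Taken over pairs whose major arm was at least 10 times as abundant, the difference was 0.36 and the exact permutation p was 0.0286. This exceeds the typical shift of a pair. The median difference between the fold changes of minor and major arm was 0.0019 over 61 pairs with ratios of 10 to 100. It was 0.27 over 62 pairs with ratios over 100.

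**Figure D3:**
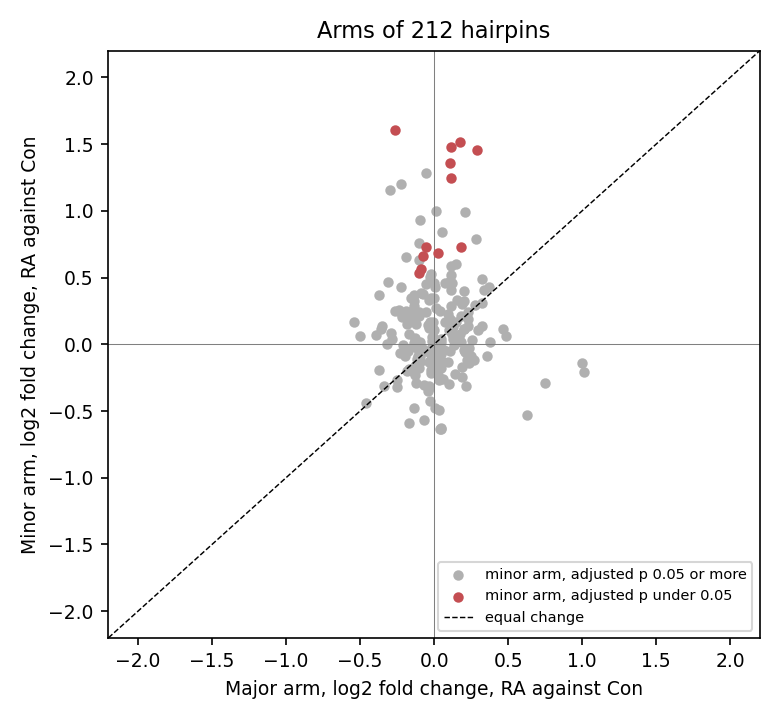
Log2 fold change of the minor arm (y axis) against that of the major arm (x axis) for the 212 hairpins with both arms tested, RA against Con. The 12 minor arms past the adjusted limit (red) lie at 0.53 or above while their major arms lie between -0.26 and 0.29.

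Of the 9 lists, the miR-17 paralogous clusters were lower in RA, with 5 of the 22 members higher, a median log2 fold change of -0.22 and a camera adjusted p of 0.0119. This did not hold under fry (adjusted p = 0.701) or with an estimated correlation (0.741), nor without Con replicate 4 (0.144) or RA replicate 2 (0.20). For the X chromosome the median was -0.07 over 58 miRNAs (camera adjusted p = 0.0646), and for the Hox clusters it was 0.17 over 5 miRNAs (0.0981). The cartilage markers had a median of 0.28, with 4 of 4 higher (0.146). They were the arms of miR-140, at 0.37 and 0.43 in edgeR's fold changes, and of miR-455, at 0.02 and 0.18. Arms of 1 hairpin are not separate markers. The Dlk1-Dio3 region had a median of -0.04 over 84 miRNAs (0.573). Opposite changes of the arms of a hairpin can offset each other in such a test. The called arms miR-485-5p, miR-673-3p, miR-667-5p and miR-494-5p of this list rose by 0.75, 1.00, 1.01 and 1.61 in edgeR's fold changes. Their other arms changed by -0.29, -0.14, -0.21 and -0.26. These members were looked at after the list was tested. The red blood cell, muscle, neural and epithelial markers had camera adjusted p of 0.734, 0.631, 0.599 and 0.466, with medians of 0.09, 0.15, -0.06 and -0.04. These medians are of limma's fold changes on voom values. From edgeR's fold changes the median was 0.22 for the Hox clusters, 0.14 for the red blood cell markers and 0.27 for the muscle markers, and it was within 0.02 of the value given for each of the other lists. None of the 9 lists passed under fry or with an estimated correlation.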

Values the study reported

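The study reported that 835 of 1,907 miRNAs (43.8%) were detected in all samples. It reported 76 differentially expressed miRNAs after RA exposure, of which 54 were higher and 22 lower. The control group held 3 females and 1 male and the RA group 1 female and 3 males. It linked 14 lower miRNAs to 12 Wnt-related genes and named miR-484 as the hub of that network. By quantitative PCR at E12.5, it reported lower miR-484 with RA in the frontonasal, maxillary and mandibular prominences and higher miR-484 in palatal shelves. It reported the same directions in cultured mesenchymal cells from these tissues. Its luciferase assays addressed the binding of miR-484 to a Wnt receptor transcript and the response of the miR-484 promoter to RA.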

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

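Each named value and list mean was examined for a library that lay far from the other 3 of its group. In 86 groups of 4, 2 such libraries were found, where chance gives 4.3. The tests in this part were chosen after the values were seen.

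miR-27a-3p was at 1148 CPM in Con replicate 4, against 625 to 711 CPM in the other Con libraries, 1.75 times their mean. Reads of the more abundant miR-27b-3p counted as miR-27a-3p at a fixed rate would need miR-27b-3p to be higher there too, but it stood at 0.862 times the mean of the other Con libraries. Higher expression of the hairpin and its neighbours is argued against as well, since 0 of miR-27a-5p, miR-23a-3p and miR-24-2-5p were above every other Con library. miR-23a-5p of the same cluster went the other way, at 0.768 CPM in Con replicate 4 against 0.179 to 0.396 CPM, but it was near the floor. Counting only uniquely mapped reads would not remove reads whose sequence was misread where the 2 miRNAs differ. A rate of misassigned reads that differs between libraries stays open. The share of miR-27a-3p relative to miR-27b-3p ran from 0.988% to 2.43%, so small changes in such a rate could move it. miR-27a-3p was higher still in RA replicate 3, at 1682 CPM against 568 to 810 CPM in the other RA libraries. That library fell short of the limit for lying far from its group, so the explanations were tested in Con replicate 4 alone. No other explanation was tested.

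The mean log2 CPM of the 4 muscle markers was 4.37 in RA replicate 2, against 3.59 to 3.66 in the other RA libraries. It came from miR-206-3p, with 200 counts in this library and 7 to 31 in the other 7. If the sample held more skeletal muscle, the other markers should rise too, and 0 of miR-1a-3p, miR-133a-3p and miR-499-5p were above every other RA library. miR-133a-3p was at 6.47 CPM there, against 7.20 to 16.3 CPM in the other RA libraries. Muscle at a stage when miR-206-3p is high alone and an error in this library cannot be told apart, as the pattern rests on 1 miRNA in 1 library.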

How the results depend on the processing

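The count of 18 miRNAs past the adjusted limit ranged from 16 to 22 with other normalizations, filters, edgeR settings and DESeq2, and between 15 and 18 of the 18 were shared with each of these. DESeq2 called 17 higher and 5 lower, a share of 77.3% higher against 94.4%. The median log2 fold change over the tested rows moved from 0.01 to between -0.02 and 0.01 under the other scalings. Across the 8 fits that each left out 1 library, the count ran from 6 (without Con replicate 2) to 23 (without Con replicate 3 and without RA replicate 2). Each of these fits had 7 libraries. The unadjusted count was 129 with no filter, which tested 1408 rows, and otherwise 54 to 88.

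The replicate numbers did not pair the libraries. The deviations of same-numbered libraries from their group means correlated at 0.06, -0.06, -0.07 and -0.13. With the replicate block, 11 miRNAs passed the adjusted limit, 62 passed unadjusted, and 0 of the Wnt network list passed when adjusted over the list alone. Of the named miRNAs, miR-351-3p (adjusted p = 0.0690) and candidate 62 (0.0620) were no longer past the limit, and the calls of the 9 lists were the same. The exact sign-flip p of the arm ratio was 0.625.

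For miR-484 the log2 fold change lay between -0.49 and -0.28 and the adjusted p never passed the limit over 21 alternatives. The Wnt network list had 0 members past the limit over all rows in each alternative except DESeq2, which gave 4, and the cause was not tested. Adjusted over the list alone, the count lay between 0 and 12 when 1 library was left out (0 without Con replicate 1 and without RA replicate 1, 12 without Con replicate 3). It was 10 to 14 under the other alternatives apart from the block.

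Among the named miRNAs, 14 comparisons with an alternative lost the adjusted limit, and these involved 5 miRNAs. miR-27a-5p, miR-27b-5p, miR-23b-5p, miR-10a-5p, miR-485-5p and miR-673-3p passed under every one of the 21 alternatives. Changes near 0 reversed sign. For miR-199a-5p the change was -0.0013 with RLE factors and with DESeq2, -0.015 with library totals only and -0.044 with the GC trend removed, and ran from -0.069 to 0.080 across the fits without 1 library. miR-351-5p was at -0.025 with the GC trend removed, and ran from -0.025 to 0.076 across the fits without 1 library. Over the same fits miR-181b-5p ran from -0.12 to 0.065, miR-125b-5p from -0.16 to 0.037, miR-27a-3p from -0.14 to 0.55, miR-27b-3p from -0.018 to 0.23 and miR-23b-3p from -0.035 to 0.23. None of these had an adjusted p under 0.05 in any fit.

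The difference in the median arm ratio rose from 0.04 to 0.10 for minor arms of at least 50 counts and to 0.36 for major arms at least 10 times the minor arm, each with an exact permutation p of 0.0286. The cause was not tested beyond the arm classes described among the other observations. With only names that differ in 5p and 3p paired it was 0.15 (exact permutation p = 0.0857), with a pseudocount of 5 it was 0.02, and over the mean of pairs it was 0.12 (exact permutation p = 0.0571). With pairs centred first it was 0.09 (0.0571). Across the fits without 1 library it ran from 0.0036 (without RA replicate 2) to 0.08.

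List medians here are of limma's fold changes on voom values. The lower miR-17 paralogous clusters had the same median of -0.22 under fry and with an estimated correlation, where the adjusted p was 0.701 and 0.741, and the median ran from -0.29 to -0.11 without 1 library. The Hox clusters passed with the filter at 10 CPM, at a median of 0.81, and without RA replicate 4 (adjusted p = 0.0178), over medians from 0.023 to 0.37. The X chromosome passed without Con replicate 1, RA replicate 3 or RA replicate 4, over medians from -0.11 to -0.031, and the cartilage markers passed without RA replicate 3 (adjusted p = 0.0243), over medians from 0.16 to 0.39. The direction camera gave reversed for the muscle markers (medians from 0.0049 to 0.27), the neural markers (-0.21 to 0.0017), the Dlk1-Dio3 region (-0.073 to 0.036) and the red blood cell markers (-0.071 to 0.23) when 1 library was left out, in each case with no adjusted p under 0.05. Too few muscle markers passed the filter at 10 CPM for a test.

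The number of miRNAs detected differed by 6.5 between the groups, by 12.2 at 10 counts and by -9.25 after thinning, and by -2.42 to 16.2 without 1 library. The cause of the reversal after thinning was the removal of the higher depth of the RA libraries. The difference in total count kept its direction, with no exact permutation p under 0.05 in any fit. The effect of depth was not compared between classes of miRNA. The lowest abundance of miR-484 in any library was 1328 CPM, far above the 0.312 CPM that a count of 0 allows in the smallest library.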

Other observations

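The tests in this part, apart from the splits of the libraries, the components of the 500 most abundant miRNAs, the other scalings, the fits without 1 library and the arm ratio over pairs of at least 10, were chosen after the data had been examined. For splits, thinning, GC content, abundance of minor arms and the 500 most abundant miRNAs, the outcomes to be expected were written down before the result of that test was seen.

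The number of miRNAs past the adjusted limit here was 18. That is lower than the value quoted from the study above. At an unadjusted p under 0.05 the number was 74, with 53 higher and 21 lower. These are close to the values quoted from the study above, whose methods name an unadjusted limit. Those methods also name a filter of at least 10 CPM in at least 4 samples, while the study's results describe a looser one. Under the filter at 10 CPM the unadjusted number here was 54, with 38 higher and 16 lower, which is not close. Of the 35 splits of the 8 libraries into 4 and 4, 1 gave as many as 18 miRNAs past the adjusted limit, the real one, and the largest number in another split was 1. For the unadjusted count of 74 it was also 1 of 35, with up to 65 in another split. Thinning to the smallest total left all 18 calls in place (18 remained), and removing each library's trend on GC content left 16 of the 17 calls that had a GC value. RA replicate 2, the library apart on the first component, was not the source of the calls, as 18 remained without it. Sex alone is argued against as the cause of the calls. With the sexes quoted above, the split by sex is among the 16 splits with 3 libraries of one group and 1 of the other on each side, and these gave at most 1 call. In all 18 calls the groups did not overlap, although each held both sexes. A contribution of sex to the size of the changes stays open.

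RA replicate 2 lay apart on the first component for a reason that none of these tests gave. Over the 500 most abundant miRNAs it scored 9.05, against -4.57 to 1.5 in the other libraries, so low counts are argued against. Its total ranked 3 of 8 from the smallest, inside the range of the others. Its deviations from the other RA libraries correlated with arm GC content at 0.13 (Spearman, across 628 miRNAs, which are not independent replicates), less than in Con replicate 1 (0.15) or RA replicate 1 (-0.18). The response to RA of this embryo, or its stage, stays open and untested.

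Of the 17 higher calls, 12 were minor arms whose major arms hardly moved, and 7 of these 12 came from 2 kinds of related cluster. All 9 minor arms of the miR-99, let-7 and miR-125 clusters on chromosomes 9, 16 and 17 were higher in RA, with log2 fold changes from 0.34 to 1.52, and 9 of 9 had an unadjusted p under 0.05 and 4 an adjusted p under 0.05. Their mean was higher in 4 of 4 RA libraries than in any Con library (exact permutation p = 0.0286), while for the 8 major arms the median was 0.01 and none had an unadjusted p under 0.05. With the GC trend removed the median of the 9 arms was 0.58, against 0.61 before, so GC content is argued against. In the clusters of miR-23, miR-27 and miR-24 on chromosomes 8 and 13, 6 of 6 minor arms were higher, with a median of 1.32, of which 4 had an unadjusted and 3 an adjusted p under 0.05. The 5 major arms had a median of 0.11. The 2 minor arms of miR-24 changed by 0.14 and 0.24, within their SE of 0.25 and 0.13 of the change of miR-24-3p (0.23). miR-23a-5p was near the floor, at 0.423 CPM in Con and 1.02 CPM in RA. All 15 minor arms stayed higher under RLE, upper-quartile and no composition factors. These families were picked after their values were seen.

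Several explanations for the minor arms were tested. A shift of the arm ratio of every hairpin is argued against, since the median difference between minor and major arm over all 212 pairs was 0.045. Low abundance is argued against, since 0.0287 of 10000 draws matched on abundance held as many minor arms. Reads moved between similar copies are argued against for the set, since 1 of the 10 called minor arms with a tested sister arm of the same number, miR-181b-2-3p, had a sister that lost at least 50% of the reads gained. The other 2 called minor arms had no tested sister arm. Weaker removal of the minor arm in the RA libraries would act on strongly unequal pairs. The 3 called arms whose major arm was under 10 times as abundant rose by 0.73 to 1.36 more than their major arms. The median over the 89 pairs of that class was 0.018, so the class as a whole hardly shifted. These 3 arms lay near the upper edge of the class, at mean log2 ratios of minor to major arm of -2.93, -2.95 and -3.30. The class median therefore cannot decide for them. For the 9 called arms with a ratio of at least 10, weaker removal cannot be told apart from a change of expression either. The reason is that the median ratio over all pairs of at least 10 was higher in RA by 0.36 (exact permutation p = 0.0286). This pooled value is larger than that of either class below. Between ratios of 10 and 100, where 2 called arms rose by 0.65 and 0.66 more than their major arms, the 61 pairs went both ways, with 50.8% higher and a median of 0.0019, and their median ratio was higher by 0.08 (exact permutation p = 0.314), which decides nothing. Over 100, where 7 arms were called, the 62 pairs had a median of 0.27. Their median ratio was higher in RA by 0.25 (exact permutation p = 0.0286), and by 0.26 with pairs centred first (exact permutation p = 0.0857). Outside the called families, the 48 pairs with a ratio over 100 had a median of 0.16, above 0 and well below the called arms. Hairpins within 50 kb of each other had alike changes of the minor arm: the mean variance within 31 clusters was 0.108, against a median of 0.229 after shuffling (one-sided permutation p = 0.00050). For the major arm it was 0.0276 against 0.0553 (permutation p = 0.0018). For the difference between minor and major arm it was 0.134 against 0.292 (permutation p = 0.00010, the smallest that 10000 shuffles can give). Without the clusters of the called families the variance of the minor arm was 0.0777 against 0.157 over 23 clusters (permutation p = 0.0029). A change in transcription that moves both arms alike would cancel in the difference. It is therefore argued against as the whole cause where both arms come from 1 hairpin alone. The major arms let-7c-5p, miR-125b-5p and miR-181b-5p have 2 annotated precursors each. For the called arms paired with these, a change in transcription at 1 locus need not cancel and stays open. A change in transcription that the major arm followed less, for example by being more stable, may remain, but it cannot be told apart from a change in processing or arm stability shared by neighbouring hairpins. Primary transcripts were not analysed here.

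The higher miR-10a-5p may reflect the response of Hox clusters to retinoic acid or a share of more posterior tissue in the dissection. In the latter case miR-196a-5p and miR-615-3p should rise too, and their median log2 fold change was 0.058. Both were under 20 CPM in every library, and posterior tissue with miR-10a-5p but little of these cannot be told apart from a response within the prominences, since the dissection is the same for the whole group.

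The X-chromosome list, which did not pass the adjusted limit, was lower in part through the miR-106a cluster, a member of the miR-17 paralogues. In that cluster 5 of 5 miRNAs were lower, with a median of -0.37 in edgeR's fold changes. Without that cluster the unadjusted camera p was 0.0940, against 0.0144 for the full X-chromosome list, with 30 of 53 lower. For 16 autosomal paralogues the unadjusted camera p was 0.0960, against 0.00132 for the full miR-17 list, with a median of -0.13, again from edgeR. These 16 and the 5 of the cluster do not make up all 22 members of the miR-17 list. By the study's account, the Con embryos were mostly female and the RA embryos mostly male. An effect of this imbalance on the X-chromosome list cannot be told apart from an effect of RA, since the sex of each library was not used here.

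The unannotated candidates seem to carry a count minimum. Of their 211 nonzero values 0 were under 10, whereas 51.1% of 4924 nonzero values of annotated miRNAs in the same range of mean count were. A minimum in the authors' candidate calling is consistent with this, and a 0 of a candidate may then stand for up to 9 reads. The 23 tested candidates held 17 zeros, and candidate 62 held none. In addition, 20 candidates shared all 8 counts with another candidate, in 9 groups, as reads counted at several loci would give.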
